A study of Homo sapiens with 10 samples. Its data were reported in "ARID1A-dependent maintenance of H3.3 is required for repressive CHD4-ZMYND8 chromatin interactions at super-enhancers" (2022).

How the data were processed

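Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in 12Z cells, an immortalized line of human endometriotic epithelial cells. Cells were transduced with lentiviral particles carrying a short hairpin RNA against ARID1A (shARID1A) or a non-targeting control hairpin. ARID1A is a DNA-binding subunit of the SWI/SNF chromatin remodeler. Media were changed 24 h after transduction and cells were harvested at 72 h. CHD4, the remodeling ATPase of the NuRD complex, was immunoprecipitated in 2 control and 2 shARID1A libraries. The canonical histones H3.1 and H3.2 were immunoprecipitated together with a shared antibody, also in 2 control and 2 shARID1A libraries. Each condition had 1 input library. Per the labels, immunoprecipitated libraries were sequenced to at least 40000000 reads of 100 bp and inputs to at least 80000000. The depth reached by each library is unknown here.

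The authors trimmed reads with cutadapt and Trim Galore!, aligned them to GRCh38.p12 with Bowtie2, subsampled libraries of an experiment to a like molecular complexity and removed PCR duplicates with Picard. The authors called broad CHD4 peaks with MACS2 on each replicate against the input of its condition, removed blacklisted regions and non-standard contigs, and built a pooled overlap set per condition from peaks called on merged replicates and recovered in each replicate. The deposited peak lists give for each peak the authors' fold enrichment over input and a −log10 q-value. These are values of single peaks and were used only to describe, rank or filter peaks within a list.

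The authors also deposited 2 tables of differential windows, shARID1A against control. The authors counted reads with csaw, in the union of replicate-intersecting CHD4 peaks for CHD4 and in H3.3 peak regions for H3.1/3.2. H3.3 is the histone variant deposited outside replication. The authors then applied loess offsets, which treat any global difference between conditions as technical, and fitted edgeR quasi-likelihood models with condition as the variable. The authors merged nearby regions and kept the most significant p-value for each merged window, which concerns 2015 of the 44567 CHD4 windows and 0 of the H3.1/3.2 windows. The deposited values are a log2 fold change, an average log2 CPM, an F statistic, a p-value and an FDR for each window. The p-values and FDR are the authors', and a Benjamini-Hochberg adjustment of the deposited p-values over all windows of a table gave back the deposited FDR. Library counts per window were not analysed here, so these models were not refitted.

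The authors describe a filter on windows below an average of -3 log2 CPM. Below that level lay 0 windows of the deposited CHD4 table, whereas 3310 of the 67502 windows in the deposited H3.1/3.2 table were. The study tested H3.3 at the same number of regions and used the H3.3 peak set for H3.1/3.2. The H3.1/3.2 windows therefore need not have been filtered on H3.1/3.2 counts. The deposited F and p-value of a window together imply the denominator degrees of freedom of its test, after the p-value of a merged window is divided by its number of regions. They were solved where F was above 1, in 27447 CHD4 and 26457 H3.1/3.2 windows, since the p-value of a smaller F depends little on them. Of the CHD4 windows with an implied value, 1792 were merged and 25655 came from one region. The highest implied value was the same in both, and was reached by 11.1% and 13.2% of them. Implied values were 182 at the median in the deposited H3.1/3.2 table and 11.3 in the deposited CHD4 table, in which they reached 39.8. The H3.1/3.2 tests therefore took nearly all of their estimate of variability from the whole set of windows. Window starts in the deposited CHD4 table equal the 0-based starts of the peak lists. Starts are given here as deposited, on GRCh38, and peak starts were moved to 1-based positions before overlaps were taken. The reference chromosomes had the names used in the files and every window lay within them.

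Peak lists and windows were compared by an overlap of at least 1 bp unless stated. Overlap counts between the window tables had 0 mismatches with bedtools 2.31.1. Peaks per replicate were compared with an exact permutation test (two-sided), which cannot go below 0.33 with 2 against 2. Calls were cross-tabulated with Fisher's exact test (two-sided), with exact conditional 95% confidence intervals of the odds ratio. Fisher's test treats windows as independent. Fold changes of CHD4 and H3.1/3.2 were related by Spearman's rho over CHD4 windows that overlap a tested H3.3 window, taking the H3.3 window with the most shared bases. The p-values of rho and of differences in medians came from a permutation test of 9999 circular shifts of one set of values along the genome, which keep neighbouring windows together, and 1e-04 is the smallest p these can give. Windows are not biological replicates, so these tests describe association along the genome in these libraries. Shares of peaks carry 95% Wilson intervals, which cover counting error only. The 8 tests were adjusted together by the Benjamini-Hochberg method.

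Promoter windows lay within 3 kb of a gene's annotated transcription start site (TSS) in GENCODE 44, and other windows were exonic, intronic or intergenic by the same annotation. GC content was taken over 1001 bp around each window's midpoint. To remove GC trends, the median log2 fold change of 10 GC bins was subtracted from each window and p-values were recomputed from the deposited F and the implied degrees of freedom. The other 17120 CHD4 and 41045 H3.1/3.2 windows took the median implied value of their table, or its highest value as an alternative. The deposited H3.1/3.2 values include 1 window with a log2 fold change and an F of 0, hence no standard error, which kept its deposited p-value.

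The shift test was tested on simulated data at the 19737 CHD4 windows that overlap an H3.3 window. Of 1000 simulations without a relation, 5.3% gave a p under 0.05. A planted Pearson correlation of -0.1 was recovered as a mean rho of -0.0969 and was called in 100% of 50 simulations. The recomputed p-values were tested on simulated windows, each taken as one region, with planted changes that were large against their standard errors. The offsets were known and supplied, so neither the estimation of GC-bin medians nor merged windows were tested. For CHD4 windows changed, over 44567 windows, 167 of 200 planted changes and 13 unplanted windows were called once the offsets were removed, against 407 unplanted windows before. For H3.1/3.2 windows changed, over 67502 windows, 200 of 200 planted changes and 8 unplanted windows were called, against 879 unplanted windows before.

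Groups, tests, alternatives and the rule for naming windows were fixed before the data were examined, except where stated in the closing section. Windows named in the text are the 3 with the largest absolute log2 fold change in each direction at FDR under 0.05 in each table, the 3 windows with lower CHD4 and higher H3.1/3.2 that have the smallest CHD4 p-value, and windows past that threshold at the promoters of 15 genes listed in advance. A window takes the gene whose TSS lies within 3 kb, then the gene that contains it, then the nearest TSS. Alternatives covered peak strength and width, the overlap required, FDR thresholds, adjustment, centring, window width, promoter definition and leaving out each CHD4 replicate. H3.3 binding entered only as the regions of the H3.1/3.2 table, and H3.3 signal and ARID1A or ZMYND8 binding were not used here. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.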

Results

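CHD4 and H3.1/3.2 chromatin occupancy was compared between control 12Z cells and cells depleted of ARID1A. The data comprised 2 control and 2 shARID1A libraries for each antibody and 1 input library per condition. CHD4 replicates were represented by their peak lists. H3.1/3.2 libraries entered through the authors' table of differential windows, which gives no values per library.

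The first comparison asked whether ARID1A knockdown altered the number of CHD4 peaks. The control replicates had 57850 and 62500 broad peaks and the shARID1A replicates had 48058 and 51372. The mean was 60175 ± 3288 peaks (SD, n = 2) in control and 49715 ± 2343 peaks (SD, n = 2) in shARID1A, and both shARID1A lists were shorter than both control lists. The difference in means was -10460 peaks, or -17.4% of the control mean. By the exact permutation test (two-sided, n = 2 per group) this gave p = 0.33, the smallest value the design allows, so the difference cannot pass a 0.05 threshold. With a fold enrichment of at least 3 the difference was -2206 peaks, or -11.4% of the control mean. With a −log10 q of at least 2 it was -3428 peaks, or -10.1% (exact permutation test, p = 0.667), and the groups overlapped, as shARID1A replicate 1 had 33399 such peaks and control replicate 1 had 32582. Peaks covered 66.8 and 72.7 Mb in the control replicates and 46.6 and 55.1 Mb in the shARID1A replicates. Among the alternatives run, covered length moved the percentage most, to -27.0%.

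**Figure D1:**
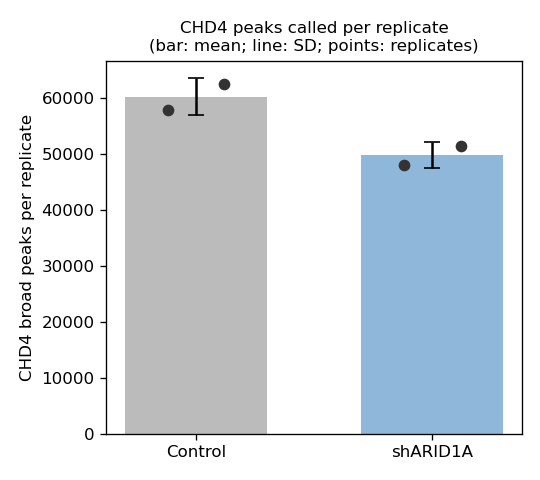
Number of CHD4 broad peaks (y axis) in control and shARID1A cells (x axis). Bars are means, vertical lines are SDs and points are replicates, and both shARID1A replicates lie below the control replicates.

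Replicate lists were then compared with each other. Of the peaks in one replicate, 54.3% to 63.7% overlapped a peak of the other replicate of the same condition. Between conditions the share ranged from 46.5% to 66.3%. The mean share was 59.3% within conditions and 56.4% between them, a difference of 2.95 percentage points, which was not tested. The control lists held more peaks, and each of the 4 lists overlapped a control list more often than a shARID1A list. Each control list overlapped the other control list in 63.7% and 58.2% of its peaks, and the shARID1A lists in 46.5% to 52.1%. For the shARID1A lists the shares with the control lists were 60.8% to 66.3%, in each case above the share with the other shARID1A list.

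The pooled overlap sets held 31394 control peaks and 24149 shARID1A peaks. A shARID1A peak overlapped 19568 of the control peaks (62.3%, 95% Wilson interval 61.8% to 62.9%). In the converse comparison 20152 shARID1A peaks overlapped a control peak (83.4%, 95% Wilson interval 83.0% to 83.9%). Each set was made from merged replicates, so these shares have no replicate error.

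CHD4 occupancy was next examined window by window. In the authors' deposited table of 44567 CHD4 windows, 3052 windows differed at FDR under 0.05. Of these, the authors' deposited table gives 1886 windows as higher and 1166 as lower in shARID1A. The median log2 fold change in the authors' deposited table was 0.86 among higher and -0.72 among lower windows. The count of changed windows depended most on the threshold, with 54 windows left under a Bonferroni adjustment of the deposited p-values. Lower windows were wider, with a median of 1063 bp against 669 bp for higher windows, and had a median abundance of 0.24 against -0.39 log2 CPM in the authors' deposited table.

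The windows with the largest fold changes were narrow and of low abundance. In the authors' deposited table the largest increase was at chromosome 12, 115923418 to 115923423, a window of 6 bp with a log2 fold change of 3.50 (FDR 2.81e-04), intergenic and 37281 bp from the TSS of LINC02463. The authors' deposited table next gives chromosome 11, 66415625 to 66415646, with 2.58 (FDR 0.00148), in an intron of the lncRNA gene ENSG00000254510. The authors' deposited table then gives chromosome 1, 26817393 to 26817486, with 2.31 (FDR 0.00371), at the promoter of the pseudogene ENSG00000287810. The largest decrease in the authors' deposited table was at chromosome 16, 80566829 to 80566847, with -2.94 (FDR 0.00882), in an exon of LINC01227. Chromosome 9, 21576487 to 21576677, had -2.08 (FDR 0.00348) in the authors' deposited table and was intergenic, 16596 bp from the TSS of MIR31HG. Chromosome 1, 65527007 to 65527044, had -1.84 (FDR 0.0408) in the authors' deposited table and lay in an intron of LEPR. These windows had between -2.44 and -1.74 log2 CPM in the authors' deposited table, where few reads support each value.

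Peak presence in the replicate lists followed the direction of the calls. All lower windows (100%) overlapped a peak in both control lists, against 38.7% and 42.4% in the shARID1A lists. Higher windows overlapped a peak in 48.5% and 49.9% of cases in the control lists and in 100% and 99.9% in the shARID1A lists. Among unchanged windows the shares were 90.7% and 91.9% in control and 70.6% and 73.4% in shARID1A. The windows were built from peaks of these libraries, so the shares describe the calls and do not test them.

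**Figure D2:**
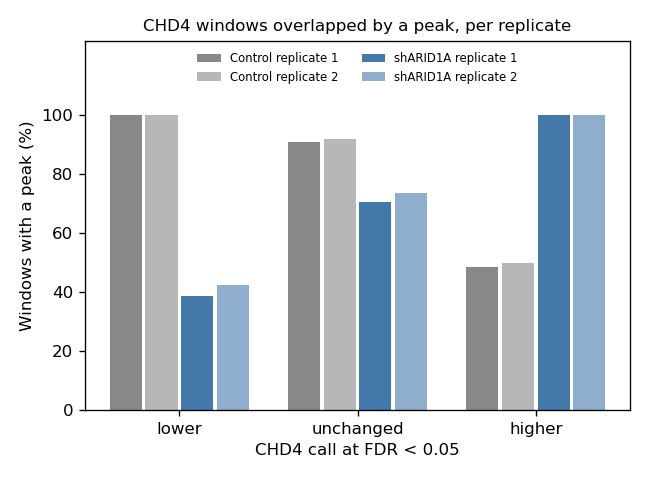
Share of CHD4 windows (y axis, percent) that overlapped a peak in each replicate list, for windows called lower, unchanged or higher in shARID1A (x axis). Lower windows had a peak in 38.7% and 42.4% of cases in the shARID1A lists and higher windows in 48.5% and 49.9% in the control lists.

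H3.1/3.2 was measured at windows marked by H3.3. In the authors' deposited table of 67502 windows, 135 differed at FDR under 0.05, of which 79 were higher and 56 lower in shARID1A. At an unadjusted p under 0.05 the authors' deposited table holds 6549 windows. The largest increases in the authors' deposited table were at chromosome 12, 31897034 to 31897172 (log2 fold change 2.64, FDR 0.0304), within 3 kb of the TSS of the pseudogene ENSG00000244436, and at chromosome 17, 38284737 to 38285765 (log2 fold change 1.56, FDR 0.0295), intergenic near MRPL45. An intron of EFCAB11 on chromosome 14, 89922064 to 89922991, followed in the authors' deposited table with 1.45 (FDR 0.0139). The largest decreases in the authors' deposited table were at the promoter of ZNF460 on chromosome 19, 57278851 to 57280246 (-1.59, FDR 0.0295), and at chromosome 10, 57693710 to 57694402 (-1.37, FDR 0.0304), intergenic with ENSG00000235810 as the nearest gene. An intron of SAMD12-AS1 on chromosome 8, 118748430 to 118749606, followed in the authors' deposited table with -1.21 (FDR 0.0335).

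The study links CHD4 binding to H3.3-marked chromatin, so CHD4 calls were set against the tested H3.3 windows. It also found H3.3 at most sites shared by CHD4 and ARID1A. It therefore did not regard H3.3 as specific to CHD4 binding that depends on ARID1A. The H3.3 windows come from peaks of either condition, so an overlap need not mean H3.3 in control cells. Of the lower CHD4 windows, 736 of 1166 (63.1%) overlapped an H3.3 window. Of the higher CHD4 windows, 599 of 1886 (31.8%) did, and of the unchanged windows 44.3%. Lower against higher windows gave an odds ratio of 3.68 (95% confidence interval 3.14 to 4.30, Fisher's exact test, two-sided, p = 8.19e-65, adjusted p 6.55e-64). Under a circular shift of the calls p was 1e-04, the smallest the shifts can give. The odds ratio was 3.52 among windows within the interquartile range of widths. ARID1A binding, which the study found more often at sites losing CHD4 than at sites gaining it, was not used here. Its share in this difference is therefore unknown.

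Among the 19737 CHD4 windows that overlapped an H3.3 window, the log2 fold changes of CHD4 and H3.1/3.2 were inversely related. Spearman's rho across windows was -0.150 (circular shift permutation p = 1e-04, adjusted p 1.6e-04). The relation was weak across all windows, and rho was -0.305 over the 1335 windows that changed in CHD4. The median H3.1/3.2 log2 fold change was 0.24 at windows with lower CHD4 (interquartile range 0.00 to 0.46), 0.04 at unchanged windows and 0.00 at windows with higher CHD4. The difference of 0.20 between lower and unchanged windows gave p = 1e-04 by the circular shift permutation. This last comparison was chosen after seeing the data.

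**Figure D3:**
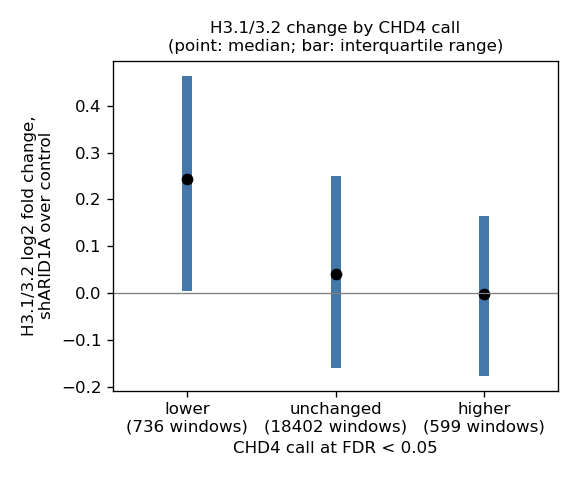
H3.1/3.2 log2 fold change, shARID1A over control (y axis), at H3.3 windows that overlap CHD4 windows called lower, unchanged or higher (x axis). Points are medians and bars are interquartile ranges over windows, and the median is 0.24 at lower and 0.04 at unchanged windows.

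Windows passing both thresholds were few. H3.1/3.2 was higher at FDR under 0.05 in 12 of 736 lower CHD4 windows (1.63%) and in 105 of the 19001 other windows (0.553%). The odds ratio was 2.98 (95% confidence interval 1.49 to 5.46, Fisher's exact test, two-sided, p = 0.00141, adjusted p 0.00189). Under the circular shift p was 0.0155. The 105 other windows shared H3.3 windows, as only 79 H3.1/3.2 windows were higher in all. Fisher's test and the adjusted p take such windows as independent, so the circular shift is the more cautious result. Of the 12 lower windows, 1 lay in an H3.3 window of 173670 bp at CEMIP. With FDR under 0.01 for both antibodies 0 windows passed, against 0.641 expected, so that threshold left nothing to compare. Within the interquartile range of widths the odds ratio was 2.02 (Fisher's exact test, p = 0.200). At FDR under 0.1 for both antibodies it was 2.46 (Fisher's exact test, p = 8.91e-05). The 12 windows lay in 11 H3.3 windows. Those with the smallest CHD4 p-values in the authors' deposited table were at the promoter of MYBL2 on chromosome 20, 43663116 to 43669853 (CHD4 log2 fold change -0.34, FDR 0.00440), in an exon of PRKCI on chromosome 3, 170230385 to 170235385 (-0.35, FDR 0.00579), and in an intron of EIF2AK3 on chromosome 2, 88655885 to 88657648 (-0.64, FDR 0.0110). The overlapping H3.3 windows had H3.1/3.2 log2 fold changes of 0.64, 0.33 and 0.69 in the authors' deposited table.

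H3.1/3.2 was also compared by CHD4 binding in control cells. The median log2 fold change was 0.04 at the 21974 H3.3 windows with a control CHD4 overlap peak and -0.02 at the 45528 windows without. The difference of 0.06 gave p = 1e-04 by the circular shift permutation (adjusted p 1.6e-04), where the SD over shifts was 0.00345. Single bound windows had an interquartile range of -0.19 to 0.28.

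Calls were then split by location. Of the lower CHD4 windows 204 (17.5%) were at promoters, against 500 of the higher windows (26.5%) and 35.1% of unchanged windows. Lower against higher windows gave an odds ratio of 0.588 (95% confidence interval 0.487 to 0.708, Fisher's exact test, two-sided, p = 6.46e-09, adjusted p 2.58e-08). At FDR under 0.01 the odds ratio was 0.817 (Fisher's exact test, p = 0.338), which does not pass the threshold. With protein-coding TSSs only it was 0.408 (Fisher's exact test, p = 1.42e-13). Introns held 44.2% of the lower and 39.8% of the higher windows. For H3.1/3.2, 22 of the 79 higher windows (27.8%) and 27 of the 56 lower windows (48.2%) were at promoters, against 21.3% of unchanged windows. Higher against lower windows gave an odds ratio of 0.415 (95% confidence interval 0.190 to 0.905, Fisher's exact test, two-sided, p = 0.0187, adjusted p 0.0213). With promoters defined as 1 kb around a TSS the p-value was 0.0552. With protein-coding TSSs only, the odds ratio was 0.174 (Fisher's exact test, p = 4.19e-04).

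Promoters of 15 genes that the study names as targets were examined in both tables. The authors' deposited table of CHD4 windows had 16 windows at 12 of these promoters, with 1 past FDR under 0.05 and 1 when adjusted over the list alone. That window was at TRIO on chromosome 5, 14144066 to 14147002, with a log2 fold change of 0.45 in the authors' deposited table (FDR 0.00991, adjusted p 0.00223 over the list alone). The authors' deposited table of H3.1/3.2 windows had 18 windows at 10 of these promoters, with 0 past FDR under 0.05 and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there were 2 of these windows in the authors' deposited table.

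The CHD4 calls were unevenly spread over chromosomes. On chromosome 19 the authors' deposited table gives 327 higher and 25 lower windows out of 3340. Higher windows were 9.79% of the windows on chromosome 19, and chromosome 20 followed with 6.01%. The median CHD4 log2 fold change on chromosome 19 was 0.15, against -0.03 over the other chromosomes, and a circular shift permutation gave p = 0.001 for that difference. Chromosome 19 was picked after its values were seen.

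**Figure D4:**
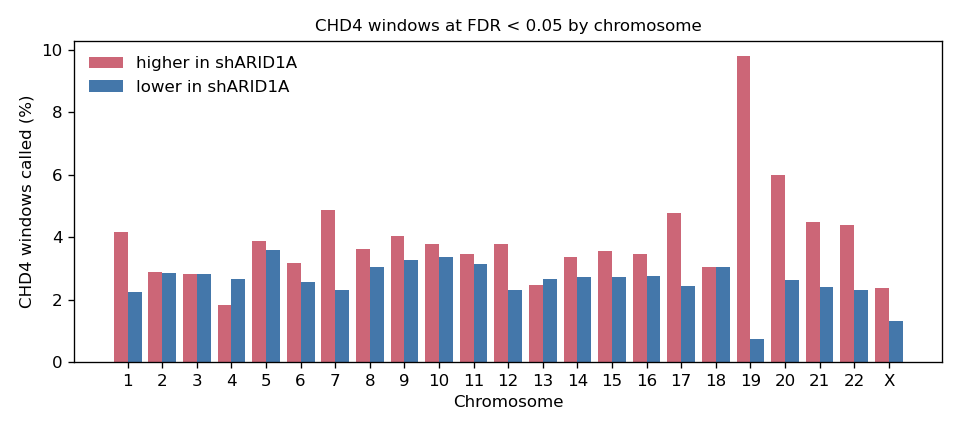
Share of CHD4 windows (y axis, percent) called higher or lower in shARID1A at FDR under 0.05 on each chromosome (x axis). On chromosome 19, 9.79% of windows were higher and 0.749% lower.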

Values the study reported

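The study reported 44,567 CHD4 binding sites tested after ARID1A knockdown. It gave 1886 of these as gaining CHD4 and 1166 as losing it at its significance threshold. Of the sites that lost CHD4, the study found 81.6% to be bound by ARID1A in normal conditions, against 18.7% of those that gained it.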

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

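Alternatives involving GC bins, chromosome 19 left out, the width range for H3.3 marking, single replicates left out for peak presence, and the H3.1/3.2 difference at lower CHD4 windows were chosen after the data were seen.

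The difference in mean CHD4 peaks kept its sign under filters on peak strength and width and for covered length. With a −log10 q of at least 2, however, the shARID1A lists (33399 and 27501 peaks) were no longer both shorter than the control lists (32582 and 35173 peaks). The difference as deposited ranged from -12785 to -8135 peaks across the 4 comparisons that each left out one replicate. With same-numbered replicates as pairs (replicate block) the difference was -10460 peaks with an exact sign-flip p of 0.5, the smallest that 2 pairs allow. The replicate differences in peak presence had a correlation of -0.00269 between conditions over 44567 windows. Windows were built from peaks that intersect between replicates of a condition, which leaves almost no replicate difference in that condition. The correlation is thereby held near 0 with or without pairing, so it cannot decide whether the replicate numbers mark pairs. No paired analysis was possible for the window tables because they hold no values per library. For the same reason they allow no omission of a single library.

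Requiring an overlap of 50% of the peak lowered the share of control peaks found in shARID1A to 48.3% and the converse to 75.3%. With a −log10 q of at least 2 the converse was 84.3%. Changed CHD4 windows numbered 641 at FDR under 0.01 (380 higher, 261 lower), 5699 at FDR under 0.1 (3427 higher, 2272 lower) and 54 under Bonferroni (23 higher, 31 lower). The split therefore leaned to lower windows under Bonferroni. Changed H3.1/3.2 windows numbered 36 at FDR under 0.01 (26 higher, 10 lower), 304 at FDR under 0.1 (164 higher, 140 lower), 80 with an absolute log2 fold change of at least 0.5 (45 higher, 35 lower) and 16 under Bonferroni (11 higher, 5 lower). These follow from the thresholds themselves.

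With GC-bin medians removed there were 3198 CHD4 windows (2202 higher, 996 lower), of which 2611 were among the 3052, and 152 H3.1/3.2 windows (78 higher, 74 lower), of which 86 were among the 135. Close to the same number of H3.1/3.2 calls thus hides a different membership, and the calls of single H3.1/3.2 windows depend on this setting. With merged windows left out of this correction there were 2976 CHD4 windows (2007 higher, 969 lower). With the highest degrees of freedom given to windows that had none implied there were 3199 CHD4 and 152 H3.1/3.2 windows. Leaving chromosome 19 out of the deposited calls left 2700 CHD4 windows (1559 higher, 1141 lower).

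The association of H3.3 marking with lower CHD4, the inverse correlation and the H3.1/3.2 difference at CHD4-bound windows kept their direction and side of the threshold under each alternative run for them. The joint excess of lower CHD4 with higher H3.1/3.2 rests on 12 windows at FDR under 0.05. Its odds ratio was 2.02 (Fisher's exact test, p = 0.200) within the interquartile range of widths, where 3 windows remained in the joint class, and 0 at FDR under 0.01, with 0.641 windows expected. It was 2.98 (Fisher's exact test, p = 0.00226) with 50% of the CHD4 window overlapped. At FDR under 0.1 it was 2.46 (Fisher's exact test, p = 8.91e-05), with 28 windows against 12.7 expected. The promoter deficit of lower CHD4 windows had an odds ratio of 0.817 (Fisher's exact test, p = 0.338) at FDR under 0.01. For promoters among higher against lower H3.1/3.2 windows the odds ratio was 0.456 (Fisher's exact test, p = 0.0552) with 1 kb promoters and 0.625 (p = 0.709) at FDR under 0.01. The cause was not tested, beyond the smaller number of windows at the stricter threshold.

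The control-minus-shARID1A difference in peak presence at lower windows was 84.6 percentage points with 50% of the window covered and 52.8 with a −log10 q of at least 2, and ranged from 57.6 to 61.3 when one replicate was left out. At higher windows it was -65.9 and -41.9 points under the same settings, and at unchanged windows 28.9 and 12.0 points. With gene bodies added, the listed genes had 4 CHD4 windows past the deposited FDR and 4 adjusted over the list alone, and 1 H3.1/3.2 window past the deposited FDR and 3 adjusted over the list alone. More windows were then tested. Of the 10 named CHD4 windows 8 passed FDR under 0.01 and 1 passed Bonferroni, and of the 6 named H3.1/3.2 windows 0 passed either.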

Other observations

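The tests of GC content, copy number and zinc finger genes on chromosome 19, of copy number for the inverse relation, of read depth and of GC bias were chosen only after the result was seen.

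Higher CHD4 windows were concentrated on chromosome 19, with an odds ratio of 2.76 against the other chromosomes (circular shift permutation p = 0.0017). Chromosome 19 was picked from 23 chromosomes after its values were seen. It is rich in GC, in genes and in zinc finger genes that share sequence. The odds ratio was 2.54 within deciles of GC content, 2.41 (95% confidence interval 2.08 to 2.80, windows taken as independent) within deciles of the number of TSSs within 500 kb and 2.73 within deciles of abundance. Without windows in or near zinc finger genes it was 2.64. None of these 4 properties therefore accounts for the concentration by itself. A gain of chromosome 19 copies would raise H3.1/3.2 there as well, but the H3.1/3.2 median on chromosome 19 differed by -0.0385 from the other chromosomes (shift permutation p = 0.106), against 0.18 for CHD4. Peaks on chromosome 19 numbered 3947 and 4306 in control and 4182 and 4345 in shARID1A, while the totals fell. What stays open is a property of these particular libraries and a response of chromosome 19 chromatin to ARID1A loss. A regional response is a hypothesis only, since it was found and tested on the same data.

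H3.1/3.2 was higher where CHD4 was lower. After GC-bin medians were removed rho was -0.149, and within 25 strata of window width and abundance it was -0.153. Copy number would move both marks the same way, but rho over 522 bins of 5 Mb was -0.210. These values argue against GC content, window geometry and copy number as the whole cause. A difference in chromatin digestion between the conditions was not tested, as input signal was not analysed here. A replacement of H3.3 by canonical histones where CHD4 is lost was not tested here, as H3.3 signal was not used. The study reported that H3.3 loss went with sites that lost CHD4 and not with sites that gained it. It also reported that ARID1A-bound, H3.3-marked regions gained H3.1/3.2. ARID1A binding was not used here either, so its part in this relation is unknown.

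The shARID1A libraries had fewer CHD4 peaks as deposited. Of the control overlap peaks with the lowest q scores (6279 peaks) 31.9% were found in shARID1A, and of those with the highest q scores 89.3% were. The loss was thus graded by peak strength, as peaks near the calling threshold would give, but 10.7% of the strongest peaks were also unmatched, so threshold effects and a loss of binding cannot be told apart. Of the 11826 control peaks without a shARID1A peak, 10903 had a tested window and 739 of these (6.78%) overlapped a window called lower. Most differences between the peak sets were therefore not differences in the authors' deposited table at FDR under 0.05. The loess offsets behind those tests treat any global difference as technical, so a broad loss of CHD4 would be removed before testing. The low share thus cannot decide whether the unmatched peaks lost CHD4.

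Few H3.1/3.2 windows passed the threshold, and 56.3% of those that did lay among the 6751 windows with the highest abundance when windows were split into 10 classes. In that class 1.13% of windows were called, and the median standard error of the log2 fold change was 0.12, against 0.65 in the class with the lowest abundance. This is consistent with read depth per window limiting the number of calls, so a window that is not called may still have changed. The window with the smallest H3.1/3.2 p-value in the authors' deposited table spans 173670 bp at CEMIP on chromosome 15, with a log2 fold change of 0.42 and a p of 4.24e-47. It was chosen after its values were seen.

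Log2 fold changes rose with GC content, with rho 0.113 for CHD4 and 0.163 for H3.1/3.2. For H3.1/3.2 rho was 0.233 in distal windows and 0.0134 in promoter windows (shift permutation p = 0.124), the lowest among both classes and both antibodies. A bias in amplification or sequencing and a difference between chromatin classes cannot be told apart, because each condition has its own libraries. The rise was also not steady, as medians over all windows fell again towards the highest GC content.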
